A study of Homo sapiens with 189 samples.

How the data were processed

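Chromatin accessibility was measured in 189 libraries of normal human liver tissue. The assay was Omni-ATAC, a form of ATAC-seq for frozen tissue in which a transposase inserts sequencing adapters into open chromatin of isolated nuclei, so that accessible stretches of DNA yield more reads. The labels put all 189 libraries into 1 group, liver. Replicates within it were named in accession order, and these names pair no libraries.

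The analysed data were 1 list of 2518633 peaks. Per the series' design text, the authors called consensus peaks across all samples, so a value in the list belongs to the pooled libraries and not to any one of them. The deposited file's name records the peak caller Genrich, the settings m10 and g50, and noBL. The aligner, the genome build, the version of the caller and its other settings are stated neither in the labels nor in the file. The list held 0 columns of per-library values. The depth per library was therefore unknown here, and no spread between replicates, no paired comparison and no leave-one-out fit could be computed.

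The list is in narrowPeak layout without a header. The deposited signal value of a peak ran from 200 upward and is called its area below, because the area divided by the peak's width lay under the −log10 p at the summit in all 2518633 peaks. The deposited score equalled 1000 times the area per base, rounded and limited to 1000, in all 2518633 peaks, and 2510592 peaks stood at that limit, so the score was not used. The deposited −log10 p at the summit ran from 3.75 to 2381, with a median of 16.8. The deposited q-value field held -1 in every peak, and no false discovery rate was taken from it. The smallest gap between neighbouring peaks was 51 bp. The running names of the peaks skipped 20 numbers. Area, score and −log10 p are the authors' values and were used only to describe, rank or filter peaks within this list. A peak's area sums over its width, so it depends on how far the caller joined neighbouring signal.

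Gene positions came from a table of RefSeq genes on GRCh38.p14 that gives the start, end and type of each gene and no strand, transcripts or exons. The build of the peak list was tested against it through the share of gene ends that lay in a peak of the highest significance class. That share was 59.1% at the 38166 gene ends within the span of the peaks, and 31.7% and 31.0% at positions 100 kb to either side. The profile centred on the table's gene ends, so the coordinates of the list were taken as GRCh38. Peak positions are printed as the list gives them, counted from 1, and no position is printed from the table. Of 195 genes in the gene lists, 194 were found in the table by symbol, and 187 were protein-coding genes on chromosomes 1 to 22.

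The tests were fixed before the data were examined, and 4 parts of them were adapted to this table. The rule for counting changes of direction under the alternatives was set after the results had been seen. The start of a transcript was replaced by both ends of the gene, 1 of which is its start, and starts inside the gene were left out. The annotation classes became gene end (within 500 bp of an end of a protein-coding gene), inside a protein-coding gene, inside another gene, and intergenic, in this order of precedence. The background was the span from the first to the last peak of each chromosome without the 202 peak-free stretches over 100 kb, which left 2717.41 Mb. The number of summits within 50 kb of a gene was the mean over its 2 ends.

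Enrichment of summits in a class was the log2 ratio of the share of summits to the share of background bases in that class. Peak strength was compared as the log2 ratio of medians between peaks with a summit within 500 bp of a protein-coding gene end and distal peaks, whose summit lay over 2 kb from every such end. Significance classes were 10 equal classes of peaks by −log10 p. Intervals are 95% intervals from 10000 bootstrap resamples of 570 genome blocks of 5 Mb. They describe variation along the genome within 1 pooled list and not variation between donors. A call was an interval that left out 0.

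The 11 lists of marker genes, fixed before the data were examined, were set against all 19126 protein-coding genes of chromosomes 1 to 22 in 3 ways. The share of genes with a peak over an end (overlap of at least 1 bp) was compared by a two-sided Fisher's exact test. The median percentile of the strongest peak within 500 bp of an end, and the median number of summits within 50 kb, were each compared with 100000 random lists of the same size by a two-sided permutation test. P-values were adjusted over the 11 lists by the Benjamini-Hochberg method, with a threshold of 0.05. A gene with no peak within 500 bp of an end ranked lowest, which held for 366 genes.

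The genes and peaks named were chosen by a rule set before the data were examined. It takes the gene with the highest and the gene with the lowest strongest peak of each list, the 5 peaks of highest area, the widest peak, and the 3 protein-coding genes with most summits within 50 kb. Beyond that rule, genes are named only where the text says so, and 1 gene that the rule selects is not reported here.

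The scripts were tested on simulated data with known answers. Simulated enrichments of 0.5, 1, 2 and 4 fold at gene ends lay within the interval in 18, 20, 20 and 20 of 20 simulations each. Simulated ratios of medians of 1 and 4 lay within it in 18 and 18 of 20. Of 200 unchanged lists each, 8 lists of 15 genes and 16 lists of 30 genes had an unadjusted p-value under 0.05. With each gene raised by 30 percentile points, 143 of 200 lists of 15 genes and 188 of 200 lists of 30 genes did, so a shift of that size in a list of 15 genes can be missed. Strongest peaks, neighbourhood counts and end overlaps differed from a direct search in 0 of 451 genes.

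The alternatives were stricter sets of peaks (the 5 highest and the single highest significance class), midpoints in place of summits, gene-end windows of 100 bp and 2 kb, blocks of 20 Mb, merging of peaks closer than 500 bp, peaks of at least 100 bp, area per base, −log10 p in place of area, neighbourhoods of 10 kb and 200 kb, and random lists matched in 5 classes. Further alternatives were chosen after seeing the data: peak-free stretches kept in the background, covered bases in place of summits, 1 end per gene, free bases as the background of the lowest class, random lists matched on gene length or on the number of RefSeq transcripts, and the summed area or width of peaks within 50 kb.

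Sequence motifs at summits had been planned and were not run, because no genome sequence was used here. The comparison of chromosome X with the autosomes was not run, since chromosomes X and Y were not analysed here. A pair of settings listed beforehand gave no separate value: autosomes only, which is the analysed set, and the most upstream transcript start, which needs a strand. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.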

Results

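Open chromatin of normal human liver was mapped by ATAC-seq in 189 libraries, which the labels place in 1 group, and 1 consensus list of 2518633 peaks over all libraries was analysed. The study's title names its purpose as relating accessible chromatin in liver to genetic variation behind complex traits. With a single group and a pooled list, the design implies no comparison between samples. The comparisons below are between parts of the genome, between classes of peaks and between lists of genes. There were no replicates of any value, and intervals in parentheses are 95% intervals over genome blocks.

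The first question was how much of the genome the list covered. The peaks lay on chromosomes 1 to 22 and held 1298.36 Mb, which was 47.8% (46.6 to 49.0) of the 2717.41 Mb background. The median width was 292 bp, with a 10th percentile of 99 bp and a 90th percentile of 1059 bp. Widths ran from 33 to 121387 bp. Peaks over 1 kb made up 10.9% of the list and held 44.9% of the covered bases. The count fell with the deposited area, from 2086060 peaks at an area of at least 400 to 306032 at 10000 and 26285 at 100000. The covered share depended most on the choice of peaks and was 18.0% for the 251863 peaks of the highest significance class. Merging peaks closer than 500 bp left 775393 peaks.

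**Figure D1:**
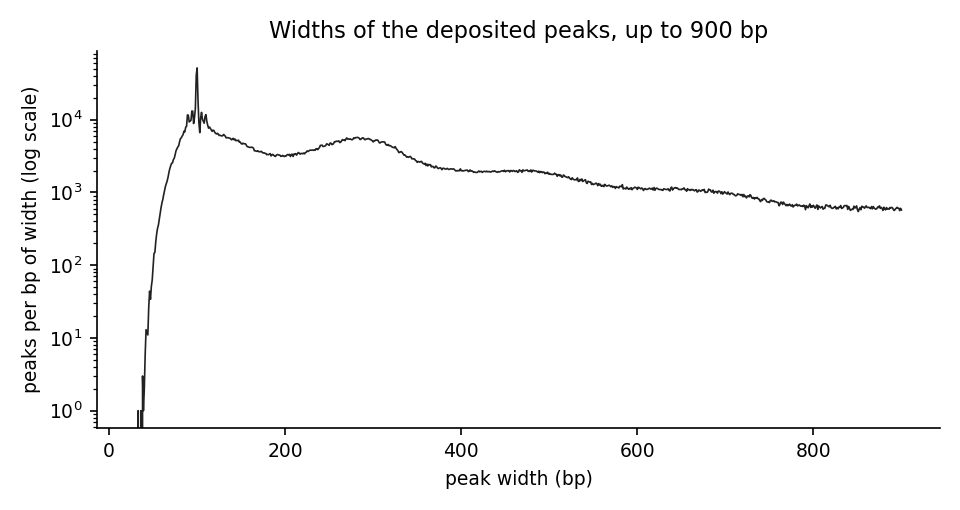
The plot gives the number of peaks (log scale) at each width in bp, up to 900 bp. It has a sharp spike at 100 bp, where 51635 peaks lie, and a broad second rise near 283 bp.

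Covered share and peak density differed between chromosomes in opposite ways. The covered share ran from 37.5% on chromosome 4 to 72.5% on chromosome 19, with a median of 47.8% over the 22 chromosomes. The density of peaks was lowest on chromosome 19, at 757 peaks per Mb, and highest on chromosome 18, at 972 peaks per Mb. Across the 22 chromosomes, the covered share rose with the number of protein-coding genes per Mb (Pearson r 0.88, Spearman rho 0.89). Both permutation p-values were 1e-05, the smallest that the permutations can give, and 2e-05 after Benjamini-Hochberg adjustment over the 2 relations computed. Without chromosomes 17 and 19, the farthest from the median gene density, r was 0.87. Peaks per Mb fell with gene density (r -0.77, permutation p 0.00036 and the same after adjustment; rho -0.61, permutation p 0.00344 and the same after adjustment), and r was -0.62 without those chromosomes. Chromosome 22, with 758 peaks per Mb at 12.0 genes per Mb, was kept in that last fit, and its weight there was not tested. Chromosomes are parts of 1 pooled list and not independent samples, so these p-values describe the list.

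**Figure D2:**
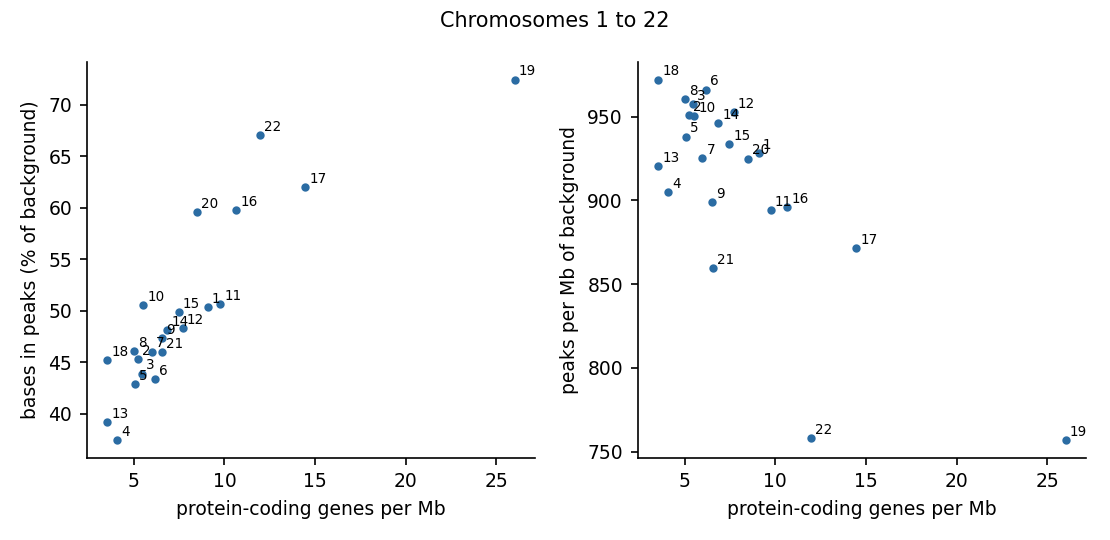
Each point is 1 of the 22 chromosomes, labelled with its number, by protein-coding genes per Mb against the bases in peaks (% of background, left) and the peaks per Mb (right). Chromosome 19 has the highest covered share, 72.5%, and the fewest peaks per Mb, 757.

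The second question was where the summits lay relative to genes. Gene ends held 27189 summits, 1.08% of all, against 1.32% of the background bases, a log2 enrichment of -0.28 (-0.31 to -0.26). Summits inside protein-coding genes were enriched by 0.04 on the log2 scale (0.03 to 0.05), those inside other genes stood at 0.01 (-0.00163 to 0.03), an interval that holds 0, and intergenic summits stood at -0.04 (-0.05 to -0.03). The deficit of summits at gene ends did not extend to bases. Peaks covered 72.9% (71.4 to 74.4) of the bases at gene ends and 44.4% (43.2 to 45.7) of intergenic bases, and counted by covered bases the log2 enrichment at gene ends was 0.61 (0.58 to 0.64), an alternative chosen after seeing the data. The direction at gene ends also changed with the peaks used, to 1.96 (1.90 to 2.01) in the highest significance class. With a window of 100 bp in place of 500 bp it was 0.27 (0.23 to 0.31). The directions inside protein-coding genes and between genes were reversed by merging peaks closer than 500 bp, to -0.031 (-0.049 to -0.014) and 0.020 (0.0042 to 0.035).

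**Figure D3:**
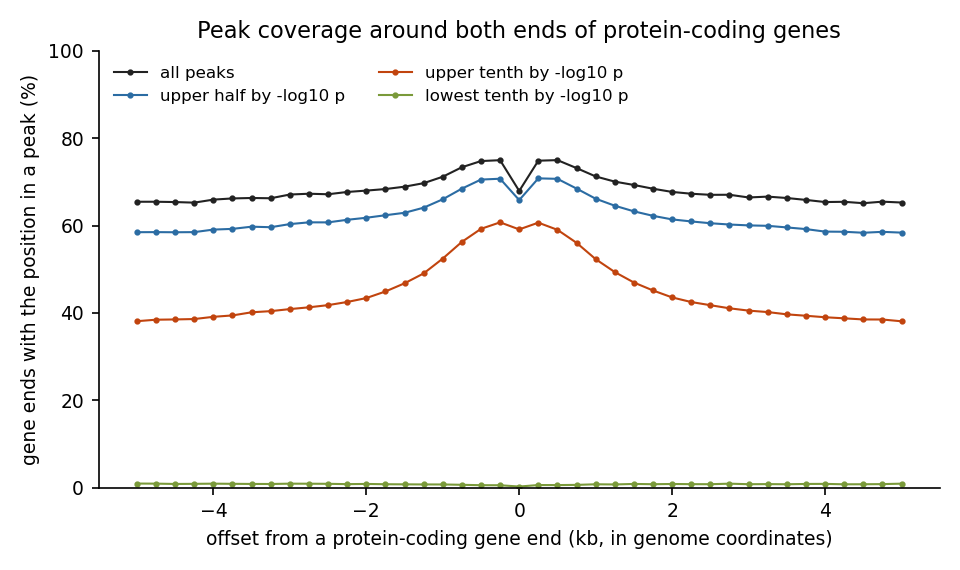
The plot gives the share of protein-coding gene ends (%) for which the position at each offset in kb lies in a peak, for all peaks and for 3 subsets by deposited −log10 p. Both ends of every gene are pooled, so negative offsets are lower coordinates and not upstream; coverage by all peaks was 67.9% at the ends and 75.0% at 250 bp below them.

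Peaks at gene ends were stronger than distal peaks. Their median area was 8216, against 1397 for 2422313 distal peaks, a log2 ratio of 2.56 (2.37 to 2.75). Their median width was 715 bp against 291 bp, a log2 ratio of 1.30 (1.21 to 1.40). The alternative that moved the area ratio most was the wider contrast of summits within 2 kb against those over 10 kb away, with 0.93 (0.86 to 0.99). Divided by width, the area ratio was 1.21 (1.12 to 1.28), so width and signal per base both differed.

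The third question was whether gene-end summits were spread evenly over the significance classes. In class 10, the highest, 5.10% of summits lay at gene ends, a log2 enrichment of 1.96 (1.90 to 2.01). In classes 1 to 9 the summits were depleted at gene ends relative to all background bases. Class 1 stood at -1.14 (-1.24 to -1.05), class 2 was lowest at -1.21 (-1.31 to -1.12), and class 9 stood at -0.67 (-0.75 to -0.60). The share at gene ends in the highest class exceeded that in the lowest by 3.10 on the log2 scale (2.99 to 3.21). Class 10 held 37.7% of the covered bases, with a median width of 1348 bp against 113 bp in class 1. Peaks of the list do not overlap, so each class could lie only outside the others. Class 10 peaks lay over 59.1% of gene ends and held 18.0% of the background, which lowers classes 1 to 9 by exclusion. An alternative chosen after seeing the data counted only bases left free by the higher classes. There the depletion of class 1 at gene ends was -0.14 (-0.22 to -0.06). No such count was made for classes 2 to 9. Their depletion and the value of 3.10 therefore do not show that weaker peaks avoid gene ends.

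**Figure D4:**
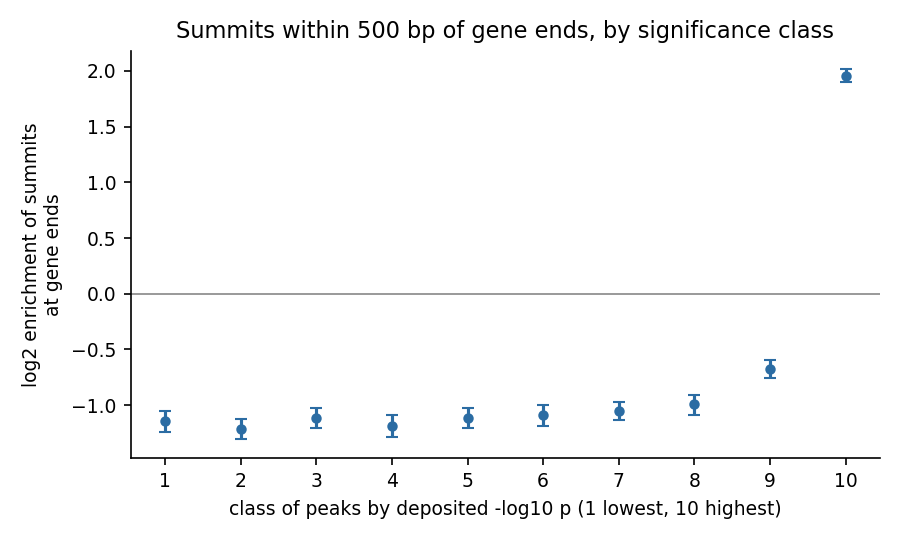
Points give the log2 enrichment of summits within 500 bp of protein-coding gene ends for 10 equal classes of peaks by deposited −log10 p, and bars are 95% block bootstrap intervals. Only class 10 lies above 0, at 1.96.

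Of 19126 protein-coding genes, 17958 (93.9%, 93.1 to 94.9) had a peak over at least 1 of their ends. The same genes displaced by 1 or 2 Mb to either side had one in 74.5% to 77.0% of cases. The contrast was wider in the highest class, with 85.7% of genes (84.4 to 87.2) against 37.7% to 41.3% at displaced positions.

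The fourth question was whether genes typical of liver cell types stood apart from other genes. The lists were hepatocyte (29 genes tested), cholangiocyte, liver sinusoidal endothelium, liver macrophage, hepatic stellate, lymphocyte, housekeeping, neuron, heart and skeletal muscle, epidermis and testis. By the share of genes with a peak over an end, 0 of 11 lists differed from the other genes by Fisher's exact test, adjusted or not (0 at an unadjusted p under 0.05). All genes had such a peak in 10 of the lists, and 17 of 19 did in the neuron list. With 93.9% of all genes at that level, this measure had almost no room for a list to stand higher. In the highest significance class 1 list differed, epidermis, whose share differed from that of the other genes by -35.7 percentage points (adjusted p 0.0180 by Fisher's exact test).

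By the strongest peak at a gene end, 4 of 11 lists passed the threshold, adjusted over the list of 11 tests. The hepatocyte list had a median percentile of 75.0 (20 of 29 genes above 50, permutation p 0.00322, adjusted p 0.0177). Below the middle lay epidermis, with a median percentile of 13.2 (0 of 14 genes above 50, adjusted permutation p 0.00726). Testis stood at 17.3 (0 of 13, adjusted permutation p 0.0220) and neuron at 24.4 (3 of 19, adjusted permutation p 0.0409). The random lists scatter genes over the genome, and Fisher's exact test above also treats genes as independent. P-values can thus be too small for a list whose genes lie side by side, which was examined only for hepatocyte. The housekeeping list stood at 73.3 and did not pass (17 of 18 genes above 50, adjusted p 0.0630). Its median lay only 1.70 percentile points below that of hepatocyte, so passing or not does not set these lists apart. The other medians were 33.0 for cholangiocyte, 33.6 for sinusoidal endothelium, 58.8 for macrophage, 33.3 for stellate, 42.7 for lymphocyte and 38.2 for muscle, with adjusted permutation p-values from 0.253 to 0.563.

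Ranked by −log10 p in place of area, epidermis (median percentile 11.9, adjusted permutation p 0.00396) and testis (16.6, adjusted permutation p 0.0241) passed again. The hepatocyte median in that ranking was 47.4 (adjusted permutation p 0.774), so the list stood high by the area of its peaks and not by their summit significance. In the same ranking housekeeping passed at 76.6 (adjusted p 0.0291), lymphocyte at 23.1 (adjusted p 0.0462) and muscle at 22.97 (adjusted p 0.0241), and neuron no longer passed (adjusted p 0.0528). Against random lists matched on gene length, an alternative chosen after seeing the data, 0 of 11 lists passed, with adjusted p-values of 0.0695 for hepatocyte, 0.0519 for epidermis, 0.0525 for testis and 0.0695 for neuron.

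**Figure D5:**
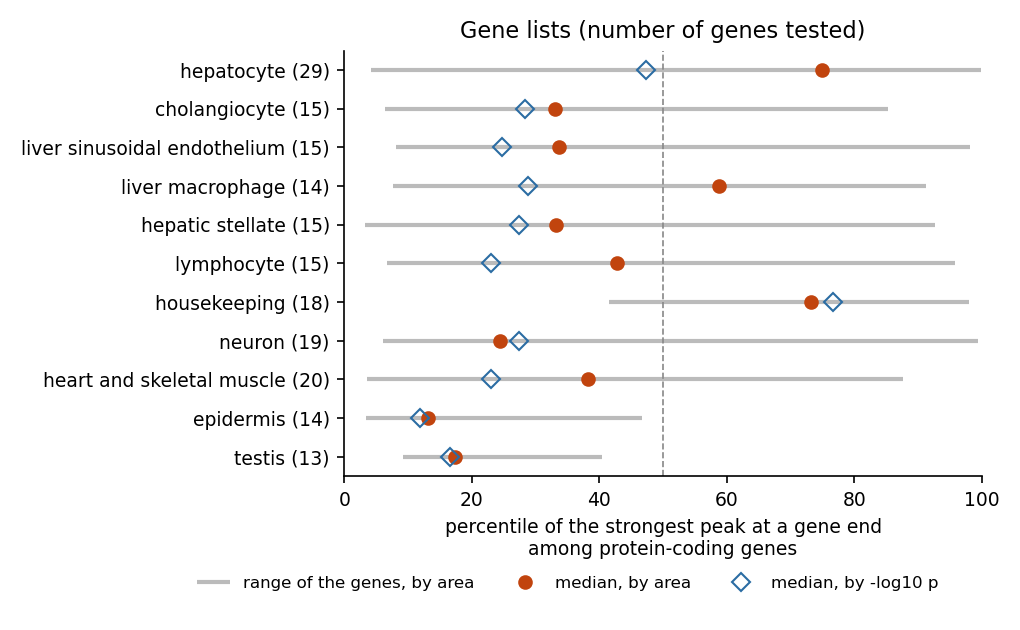
For each of 11 gene lists, with the number of genes tested, the filled point is the median percentile of the strongest peak at a gene end by area, the open diamond the median by −log10 p, and the grey line the range over the genes by area. The hepatocyte list stood at 75.0 by area and 47.4 by −log10 p.

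Within the hepatocyte list the highest gene was SERPINA1, at a percentile of 99.8. Its strongest peak lay on chromosome 14 from 94360983 to 94397530, was 36548 bp wide and had an area of 3085401. The lowest was CPS1, at a percentile of 4.10, with a peak of 341 bp on chromosome 2 from 210678492 to 210678832. Only the 2 outer ends of a gene were searched, and transcript starts inside a gene were not. A low percentile, here or in the other lists, therefore does not show that a gene lacks an accessible start. A peak as wide as that at SERPINA1 can hold several genes, and the area is then credited to each of them. The same holds in the neuron list, where GRIN1 stood at 99.4 through a peak of 44349 bp on chromosome 9 from 137159735 to 137204083. The lowest neuron gene was SLC17A6, at 6.04. In the epidermis list the percentiles ran from 3.34 for DSG1 to 46.8 for KRT5, and in the testis list from 9.18 for SYCP1 to 40.5 for ACR. In the housekeeping list they ran from 41.5 for PSMB4 to 97.95 for ALAS1.

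In other lists the genes with the highest and lowest percentiles were ONECUT1 (85.3) and SPP1 (6.33) for cholangiocyte, STAB1 (98.1) and TEK (8.03) for sinusoidal endothelium, and CD68 (91.2) and CD5L (7.65) for macrophage. They were TAGLN (92.7) and COL3A1 (3.21) for stellate, and TNNT2 (87.6) and MYH2 (3.55) for muscle. The highest gene of the lymphocyte list was NKG7 (95.8).

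By the number of summits within 50 kb, 0 of 11 lists passed after adjustment, and 2 did at an unadjusted permutation p under 0.05. Both had fewer summits than the median of 91.75 over all genes: hepatocyte with 71.5 (p 0.0150, adjusted p 0.0825) and macrophage with 62.25 (p 0.0146, adjusted p 0.0825). The other lists had medians from 80.5 to 102.5 summits, with adjusted permutation p-values from 0.523 to 0.955. On a percentile scale the hepatocyte median was 28.6 with all peaks and 82.5 when only peaks of the highest class were counted (adjusted permutation p 0.00176), and the direction was thus reversed. In that class the stellate list passed in the low direction, at 11.8 (adjusted p 0.00264). The 3 genes with most summits within 50 kb all lay on chromosome 12, NANOGNB with 165 summits, CLEC4C with 162.5 and DPPA3 with 160.5, and their strongest peaks at a gene end stood at percentiles of 9.02, 14.4 and 7.96.

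Among the 5 peaks of highest area, 3 overlapped no protein-coding gene. The highest, with an area of 12044634, lay on chromosome 10 from 41873202 to 41916307, and its summit was 699 kb from the nearest protein-coding gene end, that of ZNF33B. The next lay on chromosome 21 from 10630663 to 10740829 with an area of 9151767, and the peak was 73.7 kb from a peak-free stretch of over 500 kb. The third by area, 6005488, lay on chromosome 11 from 790571 to 880837, overlapped 10 protein-coding genes and had its summit 52 bp from an end of PIDD1. The fourth, 5755099, lay on chromosome 9 from 134369333 to 134444383 and overlapped RXRA. This peak was 73851 kb from a peak-free stretch of over 500 kb. The fifth, 5422880, lay on chromosome 21 from 7915716 to 7970177, 1846 kb from such a stretch. The widest peak, 121387 bp, lay on chromosome 12 from 34286058 to 34407444, overlapped no gene and had its summit 282 kb from an end of ALG10. Chromosomes 10, 11 and 12 held no peak-free stretch of over 500 kb, so the named peaks there have no such distance.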

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

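Of 263 alternative values computed for 47 results, 177 kept their direction and side of the threshold or stayed within the limits for values without a test. A further 57 reversed, 14 moved, 6 became weaker and 9 stronger. Of the 57 reversals, 48 concern single gene lists, and in 7 of these 48 a value on either side of the change passed the threshold. The rule that counts every change of direction as a reversal, and the treatment of all 11 lists as main comparisons, were set after the results had been seen. A narrower rule, applied first, had counted a list only where such a value passed the threshold. A count of peaks or of lists was taken as moved when it differed by over 1.5 times, or from 0. A share was taken as moved when it left its 95% interval (block bootstrap for the covered share, Wilson for the share of genes). Unless a construction is named, the cause was not tested.

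The strength of gene-end peaks over distal peaks kept its direction and call under all 6 alternatives for area (0.93 to 3.43) and all 5 for width (0.37 to 1.54). The highest-to-lowest class ratio did so under 4 alternatives (1.86 to 5.13), and the depletion of the lowest class under 5 (-1.11 to -0.14). For the stricter sets of peaks, 10 classes were formed anew within the set, so their lowest class is not that of the whole list. The lowest of 10 classes formed within the highest class was itself depleted at gene ends, at -0.45 (-0.66 to -0.28). By the strongest peak at a gene end, the 5 highest classes gave the same 11 medians as all peaks. A stricter set changes a gene's strongest area only where it drops that very peak, so this agreement is a weak check. The highest class alone gave the same 4 calls, with the median of epidermis at 9.59 (adjusted permutation p 0.00264).

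The number of peaks moved to 1259316 in the 5 highest significance classes, 251863 in the highest class and 775393 after merging at 500 bp. The covered share moved to 38.3%, 18.0% and 58.9%. The share of genes with a peak over an end moved to 92.0% and 85.7% in these classes, and to 84.7% for a summit within 500 bp of an end. Keeping fewer peaks lowers these values by construction, and merging adds the gaps between peaks. The cause of the shift to 84.7% was not tested.

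Summit enrichment at gene ends reversed to 0.25 in the 5 highest classes, 1.96 in the highest class, 0.27 within 100 bp and 0.61 by covered bases, the last chosen after seeing the data. Inside another gene it reversed to -0.029, -0.12 and -0.091 in the 5 highest classes, the highest class and by covered bases, and passed the call at 0.018 with a 2 kb window, 0.088 after merging and 0.052 with peak-free stretches kept. Merging reversed the coding-gene class to -0.031 and the intergenic class to 0.020. The direction of these small enrichments depends on the unit counted.

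For the share of genes with a peak, differences from the other genes are in percentage points. In the 5 highest classes stellate reversed to -5.32 and epidermis to -6.27. In the highest class, macrophage (-0.00149), stellate (-5.72), lymphocyte (-5.72), muscle (-0.717), epidermis (-35.7) and testis (-16.5) reversed, and 1 list passed the threshold against 0. By summits within 500 bp, cholangiocyte (-11.4), sinusoidal endothelium (-4.71), stellate (-11.4), lymphocyte (-18.1), neuron (4.77) and muscle (-9.72) reversed. Only epidermis in the highest class passed the threshold among these.

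For the strongest peak, ranking by −log10 p reversed hepatocyte to 47.4 and macrophage to 28.7, made lymphocyte (23.1), housekeeping (76.6) and muscle (22.97) pass, and left neuron at 27.3 short of it. Matched on RefSeq transcripts, neuron (24.4) no longer passed. Matched on gene length, 0 lists passed: hepatocyte 75.0, neuron 24.4, epidermis 13.2 and testis 17.3 kept their medians and lost the call, with adjusted permutation p-values from 0.0519 to 0.0695. Matching by length and by transcripts was chosen after seeing the data. Over its 6 alternatives the adjusted p of hepatocyte ran from 0.0177 to 0.774.

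For summits within 50 kb, values are median percentiles. In the 5 highest classes housekeeping (69.6) and testis (45.4) reversed. In the highest class 2 lists passed, hepatocyte at 82.5 (reversed) and stellate at 11.8 (stronger). Sinusoidal endothelium (40.5), macrophage (63.3), housekeeping (56.7), neuron (35.7), muscle (65.8), epidermis (56.8) and testis (40.5) reversed there without passing. Within 10 kb lymphocyte (48.1), neuron (43.4) and epidermis (50.7) reversed, and within 200 kb hepatocyte (57.4), lymphocyte (45.9) and testis (48.8).

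By summed area, chosen after seeing the data, 3 lists passed: hepatocyte 76.8, stellate 9.25 and neuron 23.8. Hepatocyte and neuron reversed, as did cholangiocyte (42.9), sinusoidal endothelium (46.5), macrophage (74.3), lymphocyte (44.9), housekeeping (68.6), muscle (67.95) and testis (31.3). By bases in peaks, likewise chosen later, 3 lists passed: macrophage 78.9, stellate 15.6 and muscle 77.0. Macrophage and muscle reversed, as did hepatocyte (65.6), lymphocyte (48.7), housekeeping (65.9), neuron (34.3) and testis (21.3). Wide peaks lower the number of summits that fit into 50 kb, so counts and covered bases can go opposite ways.

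Matching on gene ends within 50 kb changed no list's call. Every matching changes only the random lists, so a list's direction stays as it is by construction, and those that kept their call are among the 177. No paired analysis was possible because the list has no values per library. The depth per library, unknown here, limits every statement to the pooled list. Motif tests, the X chromosome comparison, autosomes only and the most upstream transcript start were not run.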

Other observations

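The tests in this part were chosen after the patterns had been seen, except the test of lowest-class summits beside highest-class peaks, and how some of them are read was revised once their values were known. The design has 1 group, so no biological difference between groups was tested. All tests use 1 pooled list.

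The 251864 peaks of the lowest significance class were not laid evenly over the free genome. Per base outside the higher classes, their summits were less dense within 500 bp of gene ends than elsewhere, with a log2 ratio of -0.14 (-0.22 to -0.06). With room left for a peak of median width it was -0.13 (-0.22 to -0.04), so short free stretches alone do not remove it. This argues against an even background as the whole source. They were denser within 500 bp of a highest-class peak, with a log2 ratio of 0.48 (0.46 to 0.51), and 0.74 (0.71 to 0.77) with room for a peak. Of these summits 8.69% lay there, against 6.37% of the free bases. Some of these peaks may be fragments of the edges of strong peaks, a test that could have come out at 0 or below; weak accessibility around strong sites predicts the same and stays open.

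Widths within 1 bp of 100 bp were 5.03 times as frequent (4.97 to 5.09) as a set of farther widths. That set lay 12 to 18 bp away and held only some of the widths in that range. They were 3.53 times as frequent (3.50 to 3.56) as the widths 2 to 9 bp away. The floor of 200 on the area is argued against as the cause, because among peaks with over 2 times that area these ratios were 5.64 (5.55 to 5.73) and 3.74 (3.69 to 3.78). An interval of fixed length around each insertion is a candidate explanation. It predicted a ratio falling from the lowest to the highest class. Against the farther widths the ratio was 4.87 (4.78 to 4.96) in class 1 and rose to 6.05 (5.91 to 6.19) in class 3 before falling to 0.29 (0.15 to 0.46) in class 9. The highest class holds so few narrow peaks that its ratio was 1.26 (0.38 to 2.87). The 2 sides of this prediction pull apart, and the explanation cannot be told apart from others here. A second mode lay at 283 bp.

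Among the 100 peaks of highest area, 13 lay within 2 Mb of a peak-free stretch over 500 kb, against 0.634% of all peaks (Fisher's exact test, p 1.1e-13), near 8 of the 16 such stretches. Neighbouring peaks are not independent, so the p-value overstates the evidence. This count restates the pattern, and neither repeat content nor assembly gaps were measured here, so reads of repeated sequence placed beside gaps stay open as an explanation. Of the same 100 peaks, 39 had a summit within 500 bp of a protein-coding gene end, against 5.09% of the rest of the highest class (Fisher's exact test, p 1.5e-24). The 100 widest peaks also had 39, so strong accessibility at genes cannot be told apart from peak width, with which area grows. The 100 with the highest −log10 p were placed otherwise: 32 lay within 2 Mb of a long peak-free stretch and 1 had its summit at a gene end.

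The relation of covered share to gene density held within chromosomes. Over 5 Mb blocks the median Spearman rho was 0.72 over the 22 chromosomes, above 0 in 22 of 22, from 0.42 to 0.93. This argues against whole-chromosome differences, such as a badly mapped chromosome, as its source. The fall of peaks per Mb with gene density did not carry over: the median rho was 0.00369, with 11 chromosomes above and 11 below 0.

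Coverage dipped at gene ends, by 6.96 percentage points (6.52 to 7.42) below the mean at 250 bp to either side. Genes with a divergent partner gene, identified from the partner's name, give the transcribed direction. At the 582 such genes the end away from the partner, where transcription stops, dipped by 18.99 points (15.4 to 22.6). The end beside the partner had a difference of -0.17 points (-1.29 to 1.03), with coverage of 97.6% at the end and 97.4% at 250 bp. Such high coverage at 250 bp leaves room for a fall at the end, so a dip above 1.03 points is argued against there. In these genes the dip thus lay at the end where transcription stops. Whether ends where transcription starts dip in other genes stays open, and with it whether the dip over all ends belongs to the ends where transcription stops. Merging peaks closer than 500 bp reduced the dip over all ends to 1.95 points (1.70 to 2.22). Such merging closes short gaps whatever opened them, so this test decides nothing about splitting by the caller, and the 2 explanations cannot be told apart by it.

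The hepatocyte list stood high by area and in the middle by −log10 p. Its strongest peaks were wide, with a median of 5.47 kb against 2.86 kb over all genes and a median width percentile of 71.5 (22 of 29 genes above 50, permutation p 0.0135), while the area per base stood at 59.4 (permutation p 0.301). Area is width times area per base, so the width percentile largely restates the standing by area and does not explain it. Counting each peak once left 27 genes and a median area percentile of 68.2 (permutation p 0.0481), close to the threshold and unadjusted, which argues only narrowly against shared peaks as the whole source. The genes are also short, with a median of 10.05 kb against 24.5 kb. Against lists matched on gene length the width percentile had a permutation p of 0.103, and the matched lists had a median of 56.7. Short genes may therefore explain part of the width, and this stays open.

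Around hepatocyte genes the highest-class summits were many, with a median of 19.5 within 50 kb against 13 over all genes, and 21 of 29 genes above that median. This result came from 1 of 7 alternatives to a measure that pointed the other way, so it is a hypothesis. Of the 7, 4 pointed high and 3 low. Summed area, chosen after seeing the data, also passed in the high direction, at a median percentile of 76.8 (adjusted permutation p 0.00847). Gene density is argued against, since against lists matched on gene ends within 50 kb the permutation p was 0.00048. Neighbouring list genes are argued against too: with 1 gene kept per 200 kb, 25 genes remained with a median percentile of 82.5 (permutation p 0.00036). A clustering of strongly accessible sites around genes of the main liver cell type may be the source. Mixed cell composition of the tissue was not tested.

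Outside any comparison, the midpoints of genes lay in a highest-class peak in 38.6% (37.9 to 39.3, Wilson) of 18697 protein-coding genes, against 28.4% at positions displaced by 1 Mb. The 388 protein-coding olfactory receptor genes stood at 22.4% (18.6 to 26.8) against 22.5%. For 439 tRNA genes it was 49.9% (45.2 to 54.5) against 20.6%, and for 1793 miRNA genes 53.6% (51.3 to 55.9) against 28.2%.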
